A study of Mus musculus with 20 samples.

How the data were processed

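Chromatin accessibility was measured by ATAC-seq, which inserts sequencing adapters into open DNA with a transposase, in C2C12 cells, a mouse myoblast line that can be induced to form muscle cells. Per the labels' protocols, lysed cells were tagmented with a commercial kit, the DNA was amplified with 10 PCR cycles, and paired-end reads were sequenced on a NovaSeq instrument. The alignment, the filters, the handling of duplicates, the shift of reads for the transposase and the peak caller are not stated in the labels, so how these steps affected the lists was not tested.

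The deposited files are 1 broadPeak list for each of 20 libraries, called per library and not on pooled replicates. Each list gives peak positions and, as the authors' own values, a score, a fold enrichment over background (a ratio), and a −log10 p-value and −log10 q-value per peak. The lowest −log10 q-value in any deposited list was 1.00, which corresponds to a q-value threshold of 0.1. The deposited score was 10 times the −log10 q-value without its decimals. Fold enrichment and −log10 values were used to rank, filter or describe peaks within the list they came from. They were not compared between lists in any test. The folds of the WT D0 and D5 lists are set side by side below as a description only. Chromosomes 1 to 19 and X were present.

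The genome build is not named in the labels. A gene table of assembly GRCm38.p6 was placed on the peak coordinates: of 43262 ends of protein-coding genes, 23.9% had a peak midpoint of the WT D1 CTL replicate 1 list within 500 bp, against 3.37% to 4.53% after the gene ends were shifted by 5000 to 1000000 bp in either direction. The table was therefore used to name genes and to classify peaks, and the coordinates given are those of the peak files. The table carries no strand. The planned share of peaks at transcription starts was replaced by the gene-end share, the percent of peaks within 1 kb of either end of 1 of 21631 protein-coding genes. The gene body share is the percent of the remaining peaks of the list that overlap such a gene, out of all peaks.

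Read totals were not used here, so the depth of each library was recovered from its list. The peak caller is not stated, so its formulas were assumed. A peak of constant pileup k over a background λ was taken to have a fold of (k + 1)/(λ + 1). Its p-value was taken as a Poisson p-value that depends on k and λ alone. The commonest pair of fold and −log10 p-value in each list was solved for k and λ. Exactly 1 whole k up to 200 fitted in each of the 20 lists, with a misfit in −log10 p of at most 1.60e-05. Under these assumptions, the background λ was read as the mean number of fragments covering a position in that library. On simulated lists with 5 known backgrounds the error was at most 0.0011%, which checks the solving step and not the assumed formulas.

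Peaks of all lists, 787806 in total, were merged where they shared at least 1 bp into 101352 regions with a median length of 172 bp. A region was called in a library when a peak of that library overlapped it by at least 1 bp. No list was identical to another. Peak-set similarity was the base-pair Jaccard index, the shared covered length divided by the joint covered length.

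Libraries were grouped by genotype, day and medium from their titles, with 2 libraries in each of 10 groups. The smallest two-sided exact p for 2 libraries against 2 is 0.333, so the tests combined strata. Group labels were permuted within each stratum in every possible way, and the statistic was the mean over strata of the difference of group means. Genotype was compared within 5 conditions (7776 arrangements), methionine restriction within genotype and day (1296 arrangements), day 5 against day 1 within genotype and medium (1296 arrangements), and day 1 against day 0 within genotype (36 arrangements, smallest p 0.0556). The interaction test permuted genotype within day and medium. The similarity tests were one-sided and the others two-sided. Benjamini-Hochberg adjustment covered the 14 tests of this family. The same KO lines recur in every condition, so the libraries of the KO groups are not fully independent.

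Regions were tested one by one with the exact stratified permutation test on calls, with Benjamini-Hochberg adjustment over the regions whose calls allow a p of 0.05 or lower, at an adjusted threshold of 0.05. Tested on simulated data over the 101352 regions, the test called 0 regions for each of the 3 contrasts when nothing was changed. With 200 regions set to be lost, it called 68 of them for genotype, 168 for methionine restriction and 0 for day 5 against day 1, with no unchanged region called. At an unadjusted p under 0.05 the simulated losses found were 200, 197 and 195. A small set of changed regions can therefore stay under the adjusted threshold, since exact p-values of this design are coarse. The simulated libraries of a stratum were drawn independently at equal call rates, without differences in depth or lasting differences between lines. For methionine restriction, lost regions were set to be called at a high rate in every CTL library, the shallow KO line 1 at D5 included. Neither the absence of false calls nor the share of losses found carries over to the real lists. For 13 comparisons of 2 libraries against 2, regions called in both libraries of one group and neither of the other were counted without a test, beside the counts for the other splits of the same 4 libraries. Percentages of such regions carry Wilson intervals at 95%, which cover counting error only.

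The replicate number of a KO library is the number of its cell line, so KO numbers pair libraries across conditions. The differences in calls between line 1 and line 2 correlated between conditions with r from 0.115 to 0.647 over 5 pairs of groups. For WT, the correlations ran from −0.0296 to 0.0450, so the WT numbers did not pair libraries. The test with the replicate number as a block was an alternative fixed before the data were examined. A block that pairs the KO libraries only was added afterwards.

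Genes were named by a rule fixed before the data were examined: Setd2, then a list of 15 myogenic genes, 5 proliferation genes and 10 genes of methionine metabolism or amino acid response, each scored by a peak within 1 kb of either gene end. For each region test, up to 5 regions per direction were named, past the threshold, with the largest difference in called share and the highest within-list rank. With no strand in the table, a region was named by the gene it overlapped or by the nearest gene.

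Alternatives were peaks with a −log10 q-value of at least 5, the 20000 peaks with the highest −log10 p-value of each list, at least 50% of a region covered, 1 kb genome bins, no filter on the attainable p, covered length in place of peak number, 2 kb in place of 1 kb, each replicate left out, the replicate block, and no D5 libraries. After the data were seen, depth-equalised lists, genes of all biotypes, the removal of the KO D5 libraries, the block in KO only, and 3 peak filters combined with the removal of the D5 libraries were added. A depth-equalised list kept the peaks whose pileup, scaled to a background of 1.42, the lowest outside KO line 1 at D5, still had a −log10 p-value of at least 4. The lists of KO line 1 at D5 lay under that background and were kept whole. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.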

Results

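Accessible chromatin was profiled in C2C12 myoblasts that were wild type (WT) or lacked Setd2, the gene of a histone methyltransferase (KO). Libraries were made at D0, and at D1 and D5 in control medium (CTL) or under methionine restriction (MR). Each of the 10 groups held 2 libraries. The WT libraries were replicates 1 and 2, and the KO libraries came from 2 lines, line 1 and line 2, so the spread between KO libraries includes the difference between lines. The series asks how methionine supply bears on chromatin during differentiation, with and without Setd2.

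The lists held 644 to 69881 peaks per library. The background pileup, taken here as the measure of depth, lay between 1.42 and 5.88 fragments per position in 18 libraries. In KO line 1 at D5 it was 0.128 in CTL and 0.101 in MR, and these lists held 644 and 1881 peaks. No statement on KO at D5 therefore rests on more than 1 library of usual depth, that of line 2, with 29963 peaks in CTL and 22062 in MR.

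**Figure D1:**
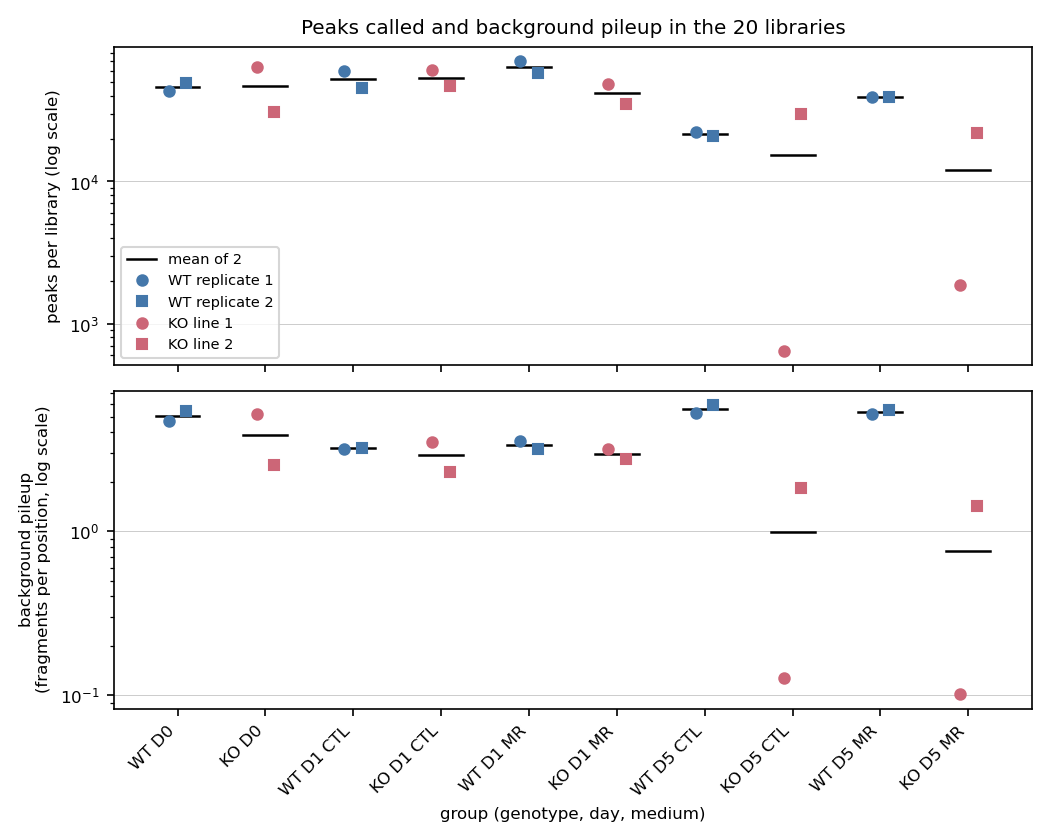
Number of peaks (top, log scale) and background pileup in fragments per position (bottom, log scale) in the 20 libraries, with circles and squares for replicates or lines 1 and 2 and bars for the mean of 2. The lists of KO line 1 at D5 hold 644 and 1881 peaks at backgrounds of 0.128 and 0.101.

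The targeted gene, Setd2, had a peak within 1 kb of a gene end in 18 of 20 libraries, all except the D5 libraries of KO line 1. In WT D0 replicate 1 this peak lay on chromosome 9 from 110532108 to 110532491, with a −log10 q-value of 15.01, and in KO D0 line 1 it ran from 110531909 to 110533230, with a value of 20.9. A peak call at a gene end does not measure an edit in the gene, so these lists do not check the genotype labels.

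The number of peaks was compared between genotypes. WT lists held 46170 ± 4400 peaks at D0, 52859 ± 10344 at D1 in CTL, 63779 ± 8630 at D1 in MR, 21656 ± 1144 at D5 in CTL and 39401 ± 194 at D5 in MR (mean ± SD, n = 2 each). KO lists held 47080 ± 23265, 53855 ± 10169, 41831 ± 9376, 15304 ± 20732 and 11972 ± 14270 in the same order (n = 2 each). On the log2 scale KO differed from WT by −1.11 over the 5 conditions, with a lower mean of log2 values in KO in all but D1 CTL. At D0 the mean of the plain numbers was higher in KO, 47080 against 46170. The difference of −1.11 did not pass the threshold (exact permutation p = 0.0679, adjusted 0.136), and the value was −0.39 without line 1. Peaks with a −log10 q-value of at least 5 gave −2.17 with an exact permutation p of 0.0360, but the D5 lists of KO line 1 then held 19 and 34 peaks. Without the D5 libraries the difference was −0.31 among these peaks (exact permutation p = 0.306) and −0.22 among all peaks (exact permutation p = 0.343). In depth-equalised lists it was −0.39 (exact permutation p = 0.472).

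Methionine restriction was compared with control medium within genotype and day. The difference was 0.33 on the log2 scale (exact permutation p = 0.472, adjusted 0.583), higher in 3 of 4 strata, and −0.05 without the D5 libraries. It was 0.074 without KO line 1 and 0.589 without line 2. In WT, MR lists were longer by 0.28 at D1, where the libraries of the 2 media overlapped, and by 0.86 at D5, where they did not. In KO at D1 both lines had fewer peaks in MR, with differences of −0.33 and −0.41. In KO at D5 line 1 changed by 1.55 and line 2 by −0.44. The interaction of genotype and restriction was −0.48 over both days (exact permutation p = 0.650, adjusted 0.700). It was −0.65 at D1 (exact permutation p = 0.167) and −0.31 at D5 (exact permutation p = 0.889), where the smallest p the design allows is 0.0556. Over both days it was −0.996 without line 1, where it passed the unadjusted threshold (exact permutation p = 0.0247), and 0.0353 without line 2 (exact permutation p = 0.951). At D1 the lines gave similar values, −0.68 without line 1 and −0.61 without line 2 (exact permutation p = 0.444 and 0.222). They differed at D5, with −1.31 and 0.68, where line 1 has the lists of 644 and 1881 peaks.

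Across days, the number of peaks at D5 differed from D1 by −2.06 on the log2 scale, with a lower mean in 4 of 4 strata (exact permutation p = 0.00154, the smallest the design allows, adjusted 0.00540). Without KO line 1 the difference was −0.82. The background in WT was higher at D5 (5.58 ± 0.418 in CTL and 5.31 ± 0.198 in MR, SD, n = 2) than at D1 (3.19 ± 0.0340 and 3.35 ± 0.254, SD, n = 2). D1 in CTL exceeded D0 by 0.23 (exact permutation p = 0.5, adjusted 0.583). This value was 0.396 without KO line 1 and 0.063 without line 2.

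The position of peaks relative to genes was compared next. The gene-end share was 24.5 ± 1.17% in WT D0, 23.8 ± 1.92% in WT D1 CTL and 35.0 ± 0.348% in WT D5 CTL (SD, n = 2). It was higher at D5 than at D1 by 10.1 percentage points, in 4 of 4 strata (exact permutation p = 0.00154, adjusted 0.00540), and by 6.13 points without KO line 1. The D5 lists were also shorter. With 20000 peaks per list, a number that KO line 1 at D5 does not reach, the difference was 4.765 points (exact permutation p = 0.00617). KO differed from WT by 2.10 points, higher in 2 of 5 conditions (exact permutation p = 0.359, adjusted 0.559), and by 1.135 points without KO line 1. MR differed from CTL by −1.83 points, higher in 2 of 4 strata (exact permutation p = 0.458, adjusted 0.583). This mean joins strata of opposite sign. In WT at D5 the share was 25.5 ± 0.486% in MR, below CTL without overlap, and the MR lists were the longer ones. In KO at D5 the share was 37.5 ± 8.38% in MR and 33.4 ± 7.83% in CTL (SD, n = 2 each). The alternative that moved the genotype value most was depth equalising, which gave −1.43 points.

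The gene body share was lower in KO than in WT in 5 of 5 conditions, by −3.01 points (exact permutation p = 0.000772, adjusted 0.00540). It was 42.6 ± 0.285% in WT and 41.8 ± 0.649% in KO at D0, and 44.1 ± 0.699% in WT and 40.7 ± 0.839% in KO at D1 in MR (SD, n = 2). Without the D5 libraries it was −1.96 points (exact permutation p = 0.00926). In depth-equalised lists the difference was −1.08 points and did not pass the threshold (exact permutation p = 0.223). With 20000 peaks per list it was −2.21 points (exact permutation p = 0.00283), and −1.43 without the D5 libraries (exact permutation p = 0.0833). Between D5 and D1 the share differed by −4.42 points, lower at D5 in 4 of 4 strata (exact permutation p = 0.00154, adjusted 0.00540). With 20000 peaks per list this difference was −1.97 points (exact permutation p = 0.00926). MR differed from CTL by −0.10 points (exact permutation p = 0.929).

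Whether libraries of one group shared more of their peak territory than libraries of different groups was tested with the Jaccard index. Replicates had an index of 0.657 to 0.727 in the 5 WT groups, 0.332 to 0.469 between KO lines at D0 and D1, and 0.0112 and 0.0427 between KO lines at D5. For genotype the mean index was 0.476 within groups and 0.369 between groups, a difference of 0.108, positive in 5 of 5 conditions (one-sided exact permutation p = 0.00823, adjusted 0.0230). It was −0.108 without WT replicate 1 and −0.101 without WT replicate 2, settings in which only pairs of KO lines remain within groups. The positive difference thus came from the WT pairs, and the KO lines did not group together. At D0 the KO lines had 0.332, against 0.434 to 0.527 for pairs of KO and WT. At D1 the KO lines lay within the range of such pairs, and at D5 the depth of line 1 limits the comparison. For methionine restriction the difference was 0.04999 (exact permutation p = 0.296, adjusted 0.519), with an unadjusted exact permutation p of 0.0278 when the KO libraries were paired by line in the block, and for day 5 against day 1 it was 0.146 (exact permutation p = 0.0494, adjusted 0.115).

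Region by region, 18700 of the 101352 regions had calls that allowed a p of 0.05 for genotype. Of these, 3513 passed the threshold in the exact permutation test with Benjamini-Hochberg adjustment, 511 called more often in KO and 3002 less often. At an unadjusted p under 0.05 there were 9506. Depth equalising left 0 regions past the threshold, with 4034 of 8902 tested at an unadjusted p under 0.05, and so did the requirement of 50% coverage, with 7125 at an unadjusted p under 0.05. Without the D5 libraries 1347 regions passed, of which 1317 were among the 3513, with 358 called more often in KO. There were 3279 without KO line 1, 1924 of them shared, and 0 without KO line 2, WT replicate 1 or WT replicate 2, with 7590, 4584 and 5205 at an unadjusted p under 0.05.

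The 4 regions named here with fewer calls in KO were called in 10 of 10 WT and 0 of 10 KO libraries (exact permutation p = 0.000257, the smallest the design allows, adjusted 0.0353). They overlapped Ccdc88c (chromosome 12, 101008008 to 101008510), Ccnd3 (chromosome 17, 47521647 to 47522170) and Rbm19 (chromosome 5, 120139100 to 120139584), or lay next to Mdga1 (chromosome 17, 29827676 to 29827888). Regions of chromosome 17 as a whole ranked lower in KO line 2, and those of chromosome 12 in KO line 1. The 5 named regions with more calls in KO were called in 0 of 10 WT and 9 of 10 KO libraries, 4 of line 1 and 5 of line 2 (exact permutation p = 0.000772, adjusted 0.0353). They overlapped Asic2 (chromosome 11, 81344183 to 81344390), Cyp7b1 (chromosome 3, 18215497 to 18215896) and Gas7 (chromosome 11, 67515308 to 67515919), or had as nearest gene Rnf152 (chromosome 1, 105179424 to 105179863) or Gc (chromosome 5, 89370254 to 89370470). Rnf152 and Gc lay 97054 and 47041 bp from these regions.

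For methionine restriction 0 of 3909 tested regions passed the threshold, with 230 at an unadjusted p under 0.05. Without the KO D5 libraries, 0 of 1747 passed and 288 were at an unadjusted p under 0.05. For day 5 against day 1, 10687 of 16153 tested regions passed, of which 10686 were called less often at D5, with 12938 at an unadjusted p under 0.05. When each list was limited to its 20000 strongest peaks, 0 of 5528 passed and 1276 were at an unadjusted p under 0.05. Without KO line 1 there were 3512, of which 3289 were among the 10687, and without WT replicate 1 or 2 there were 0, with 3697 and 4656 at an unadjusted p under 0.05. The block that pairs KO libraries by line and leaves WT unpaired, added after the data were seen, gave 11789 regions, of which 10028 were among the 10687. The block on all replicate numbers, which also pairs WT libraries that share only a number, gave 5943. The 5 named regions, called in 8 of 8 D1 and 0 of 8 D5 libraries (exact permutation p = 0.00154, adjusted 0.0379), overlapped Ldlrad3 (chromosome 2, 102184593 to 102184893) and Fbxl13 (chromosome 5, 21543398 to 21543666), or had as nearest gene Msr1 (chromosome 8, 39921391 to 39921754), 4933412E24Rik (chromosome 15, 59908409 to 59908961) or Socs1 (chromosome 16, 10770712 to 10770842). Msr1, 4933412E24Rik and Socs1 lay 278641, 105905 and 12966 bp from these regions. The 1 region called more often at D5, 8745 bp from its nearest gene Eif3d (chromosome 15, 77979569 to 77979893), was called in 5 of 8 D5 and 0 of 8 D1 libraries (exact permutation p = 0.0278, adjusted 0.0420).

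Groups of 2 were also compared by the regions that separated them, for which no test reaches a p under 0.05. KO against WT gained 1790 and lost 3816 regions at D0, gained 4305 and lost 5128 at D1 in CTL, and gained 1277 and lost 14045 at D1 in MR. The genotype split thus separated 5606, 9433 and 15322 regions, and the larger count from the other splits of the same 4 libraries was 4408, 3232 and 2402. In depth-equalised lists KO gained more than it lost at D0 (2890 and 1405) and at D1 in CTL (3485 and 3182). At D1 in MR the loss stayed larger (1113 gained and 8862 lost). With 20000 peaks per list, a setting that pulls gained and lost counts towards each other, the counts were 1967 and 2616.

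MR against CTL gained 7833 and lost 1348 regions in WT at D1, and gained 12097 and lost 214 in WT at D5, against at most 3038 and 361 from the other splits. In KO at D1 it gained 256 and lost 2776, in total 3032. The split that keeps the 2 lines apart separated 12230, and the split that places the libraries of each line on opposite sides, as the MR split does, separated 613. In KO at D5 the counts were 14 and 12, against 17402 between the lines and 50 in the other split. With 20000 peaks per list, where the same holds, WT gained 2053 and lost 1791 at D1, and gained 2202 and lost 1906 at D5.

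D1 in CTL against D0 gained 4758 and lost 1682 regions in WT, and gained 1462 and lost 270 in KO, in total 1732. In KO the lines were separated by 13492, and the split with each line on opposite sides gave 1676. D5 against D1 in CTL gained 240 and lost 19295 in WT and gained 0 and lost 12137 in KO, where the D5 list of line 1 holds 644 peaks. With 20000 peaks per list, WT gained 2943 and lost 3191.

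**Figure D2:**
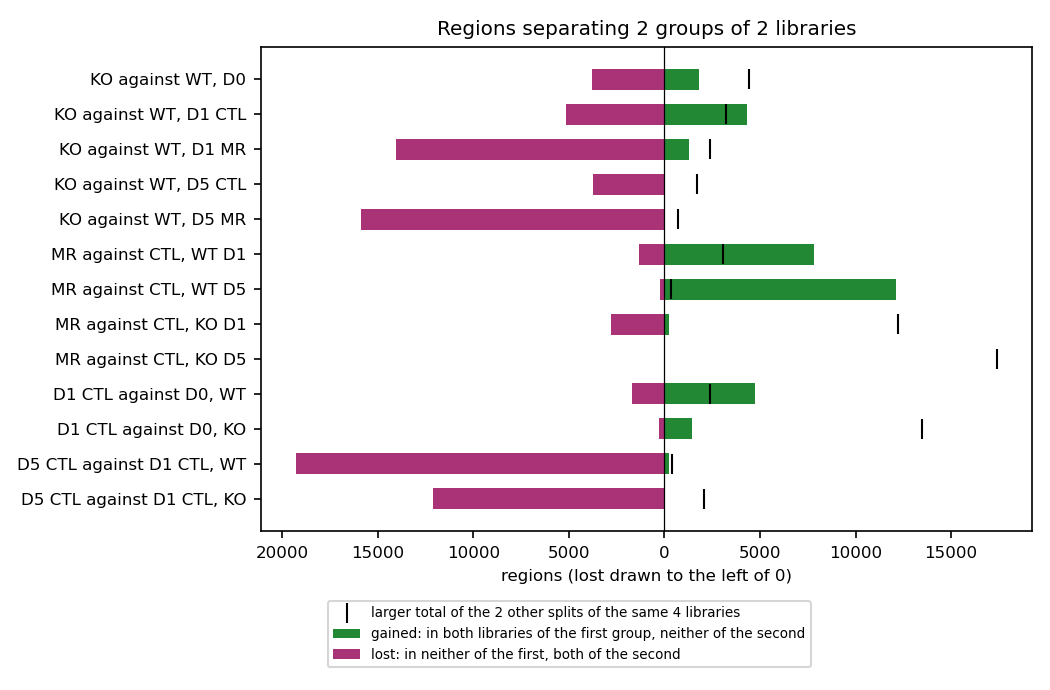
Regions that separated 2 groups of 2 libraries in 13 comparisons, gained to the right of 0 and lost to the left, with a tick at the larger total from the other splits of the same libraries. MR against CTL gained 12097 and lost 214 regions in WT at D5, where the other splits gave at most 361.

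Regions lost by both interventions were counted among those called in both WT CTL libraries. At D1, of 41039 such regions, 1348 were absent from both WT MR libraries, 5128 from both KO CTL libraries and 874 from both groups. With independent losses within 10 classes of peak strength 342.9 were expected, a ratio of 2.55 (95% Poisson interval 2.38 to 2.72). At D5 184 were observed and 71.9 expected, a ratio of 2.56 (2.20 to 2.96), which rests on KO line 2. Without it 16978 of 17599 regions are absent from KO, and the ratio, 1.005, has no room to rise. Both comparisons share the CTL libraries. When the second CTL library took the place of an MR library, with equal numbers of absent regions, the ratio was 1.29 at D1 and 1.32 at D5, against 1.86 and 1.67 for single MR libraries, and the MR value was higher in 4 of 4 pairings at each day. A model of unchanged libraries whose misses share 1 component per region gave 3.85 at D1 and 2.97 at D5, no lower than observed. The 2 comparisons thus disagree on whether the excess exceeds that of unchanged libraries.

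Of the 31 listed genes, 15 had a peak at a gene end in all 18 libraries outside KO line 1 at D5, and 4 (Myf5, Mef2c, Cbs and Atf4) had none in any library. Myog was called in 8 of 10 WT libraries, namely all at D1 and D5 and none at D0, and in 0 of 10 KO libraries. Its peak in WT D1 CTL replicate 1 lay on chromosome 1 from 134289601 to 134290014. Acta1 was called in 8 WT and 1 KO library, Actc1 in 6 and 0, Ckm in 5 and 0, Mymk in 10 and 4, and Mymx in 10 and 3. Myh3 was called in 2 WT libraries, both of D5 MR, and in 15 libraries within 2 kb. Calls at 7 of the 31 genes changed in some library with 2 kb. The calls of 6 listed genes (Myog, Acta1, Actc1, Ckm, Mymk and Mymx) allowed a genotype test, and all 6 had an unadjusted p under 0.05. Adjusted over the list alone, 6 of 6 passed the threshold, with adjusted exact permutation p from 0.00926 to 0.0417. Adjusted over all 1850 testable protein-coding genes, 0 of 6 passed, with adjusted exact permutation p from 0.0522 to 0.0930. These tests count the D5 lists of KO line 1, which called 0 and 2 of the 31 genes, as absences. No gene test was run without them. Mymx and Acta1 also lay in windows of 10 Mb with lower ranks in 1 KO line, described below: −8.76 points in line 2 for Mymx and −5.87 in line 1 for Acta1. Myog, Mymk, Ckm and Actc1 lay in windows without a lowering of that size.

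For methionine restriction 1 listed gene, Mki67, could be tested and did not pass (exact permutation p = 1). For day 5 against day 1, 3 could be tested. Adjusted over the list alone 0 passed, and adjusted over all genes Asns passed (adjusted exact permutation p = 0.0625 and 0.0436). Mki67 and Asns were called in 0 of 2 WT D5 CTL libraries and in 2 of 2 WT D5 MR libraries.

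**Figure D3:**
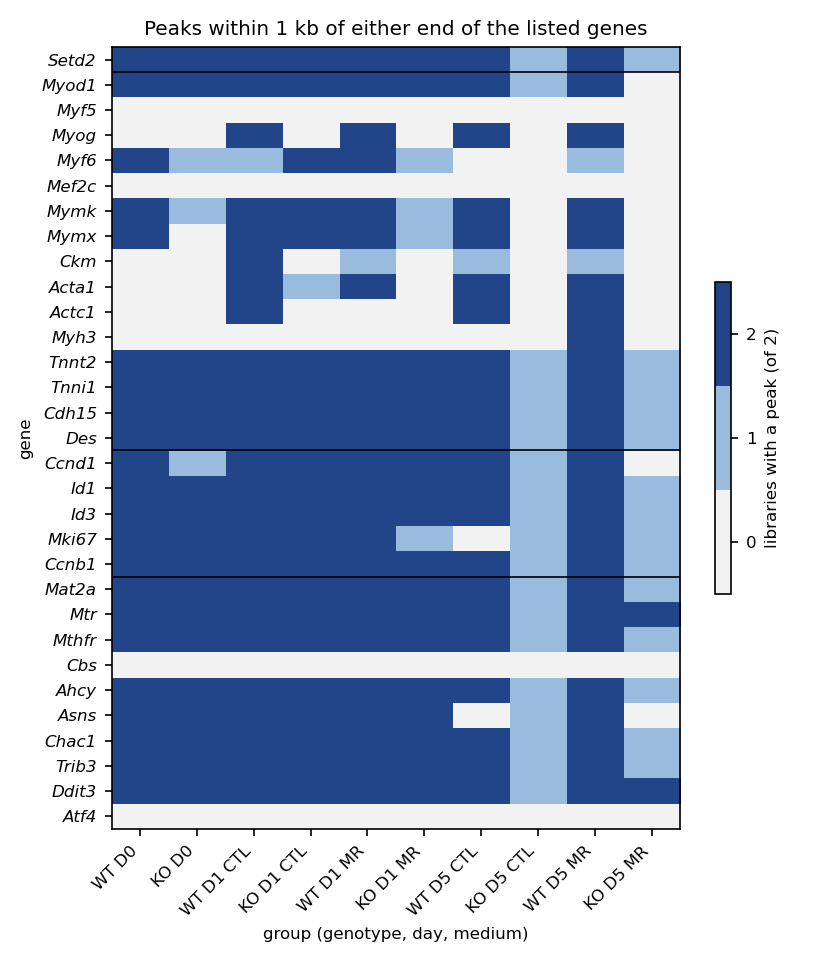
Number of libraries (0, 1 or 2) of each group with a peak within 1 kb of either end of each of the 31 listed genes, with lines between the classes of the list. Myog is called in 8 WT libraries and in 0 KO libraries.

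The distribution over chromosomes differed between KO lines. For 19629 regions called in all 12 libraries of D0 and D1, the within-list rank in each KO library was set against the mean of the WT libraries of its condition. The median shift on chromosome 17 was −7.35 ± 1.16 percentage points in line 2 and 0.20 ± 0.316 in line 1 (SD, n = 3 libraries). On chromosome 12 it was −5.71 ± 0.574 in line 1 and 0.75 ± 1.21 in line 2, and on chromosome 10 it was −3.99 ± 0.521 and −5.94 ± 1.01. Chromosome 14 lay at −5.88 ± 1.19 in line 2 and at 1.21 ± 0.902 in line 1. Shifts also went up: in line 2 to 4.89 ± 1.18 on chromosome 15 and 3.96 ± 1.11 on chromosome 3, and in line 1 to 3.02 ± 0.609 on chromosome 4 (SD, n = 3 libraries). In windows of 10 Mb, chromosome 8 from 80 to 100 Mb lay at 16.9 and 16.7 in line 1 and at −2.16 and −3.31 in line 2. The windows from 100 to 130 Mb lay at −6.26, −6.29 and −5.87 in line 1. These chromosomes and windows were named after their values were seen. The largest difference of any chromosome between WT replicates was 0.930 points. Regions called less often in KO made up 18.9% of those tested on chromosomes 10, 12, 13, 14 and 17, and 15.2% of those elsewhere.

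**Figure D4:**
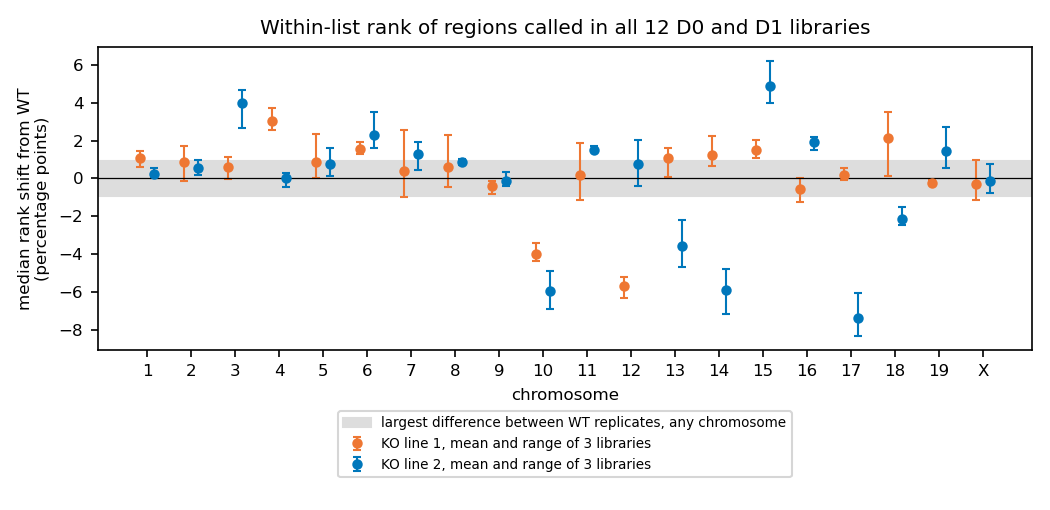
Median shift in within-list rank from WT, in percentage points, on each chromosome for regions called in all 12 D0 and D1 libraries, as the mean and range of 3 libraries of each KO line. Chromosome 17 lies at −7.35 in line 2 and at 0.20 in line 1, and the grey band marks the largest difference between WT replicates, 0.930.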

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

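Depth equalising, genes of all biotypes, the removal of the KO D5 libraries, the block in KO only, combinations with the removal of the D5 libraries, and the use of gene ends in place of transcription starts were chosen after seeing the data. The other alternatives were fixed before. For day 5 against day 1, the effects on peak number, gene-end share and gene body share kept their direction and side of the threshold. This held under every alternative run on them, but the removal of the KO D5 libraries was not run on them. The effect of methionine restriction on gene-end share stayed under the threshold in the same direction. For day 1 against day 0 the smallest attainable p is 0.0556, so no setting can pass; depth equalising moved the effect on peak number from 0.23 to 0.57, at that smallest p in the exact permutation. Single tests are judged here by the unadjusted p.

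With a −log10 q-value of at least 5, the genotype effect on peak number passed the threshold at −2.17 (−0.31 and under it without the D5 libraries), the genotype regions fell to 613, and the MR effect on gene body share turned to 0.17. The percent gained among separating regions was then 22.9 (KO against WT, D0), 39.7 (D1 CTL), 6.10 (D1 MR), 0 (D5 CTL) and 0 (D5 MR). It was 88.0 (MR against CTL, WT D1), 98.8 (WT D5), 7.50 (KO D1) and 0 (KO D5, reversed, from 1 region), 67.6 (D1 against D0, WT) and 82.4 (KO), and 0.664 (D5 against D1, WT).

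With the top 20000 peaks the genotype regions fell to 1693 and the day regions to 0, with 1276 at an unadjusted p under 0.05, and the day effect on similarity was 0.109 with an unadjusted exact permutation p of 0.0617. This setting removes differences in list length except for KO line 1 at D5, with 644 and 1881 peaks. Equal lengths pull gained and lost counts towards each other, so values near 50 percent here do not weigh against a direction. Without the D5 libraries the genotype effect on gene body share was then −1.43 and under the threshold. The percent gained was 41.2, 41.4 and 42.9 (KO against WT, D0, D1 CTL and D1 MR), 1.27 (D5 MR), 53.4 and 53.6 (MR against CTL, WT D1 and D5), 50.9 (KO D1, reversed), 82.5 (KO D5), 51.0 (D1 against D0, WT), 45.3 (KO, reversed), 48.0 (D5 against D1, WT) and 0.370 (KO). The ratio of shared losses was 2.18 at D1 and 1.57 at D5.

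In depth-equalised lists the genotype regions fell to 0, with 4034 at an unadjusted p under 0.05, and the genotype effect on gene body share was −1.08 and under the threshold, as it was without the D5 libraries at −1.45. The genotype effect on gene-end share turned to −1.43 and the MR effect on gene body share to 0.092. The percent gained for KO against WT turned to 67.3 at D0 and 52.3 at D1 CTL, and was 11.2 (D1 MR), 21.1 (D5 CTL) and 3.69 (D5 MR). It was 81.3 and 99.2 (MR against CTL, WT D1 and D5), 96.8 and 94.7 (D1 against D0, WT and KO), and 0.0297 and 0.0415 (D5 against D1, WT and KO). The ratio of shared losses at D5 was 4.599.

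With 50% of the region covered, the genotype regions fell to 0, with 7125 at an unadjusted p under 0.05. The percent gained was 28.4, 48.8, 0.0631 and 0.0403 (KO against WT, D0, D1 CTL, D5 CTL and D5 MR), 89.8 and 98.8 (MR against CTL, WT D1 and D5), 14.6 and 100 (KO D1, and KO D5 from 2 regions), and 64.8 and 82.4 (D1 against D0, WT and KO). The ratio of shared losses was 1.88 at D1 and 1.66 at D5. In 1 kb bins there were 2336 genotype regions. Without the filter on the attainable p, the genotype and the day regions both fell to 0, with 9506 and 12938 at an unadjusted p under 0.05, since 101352 regions then enter the adjustment.

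The MR effect on gene body share, −0.10, changed sign in further settings, to 0.14 with 2 kb, 0.32 with genes of all biotypes and 0.75 without the KO D5 libraries, always under the threshold. Without the D5 libraries the genotype effect on gene-end share was −0.00090, the MR effect on peak number −0.0458, and the genotype regions 1347. The test of MR regions without the D5 libraries had no region whose calls allowed a p of 0.05 and was not run.

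The replicate block in KO only pairs the KO libraries of one line. With it the MR effect on similarity, 0.04999, passed the unadjusted threshold (exact permutation p = 0.0278), the day effect on similarity had p = 0.0278 in the exact permutation, and the day regions were 11789. It changed no other call. The block on all replicate numbers also pairs WT libraries, which share only a number. It gave 5943 day regions and, for the day effect on similarity, 0.146, an unadjusted exact permutation p of 0.0625, against 0.0494 without a block. With fewer arrangements its smallest attainable p is higher. The day effect on similarity had an adjusted p of 0.115 and had not passed after adjustment.

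Each replicate or line was left out in turn. The ranges were −0.21 to 0.0144 for the MR effect on gene body share, −0.996 to 0.0353 for the interaction (−1.31 to 0.68 at D5), which passed the threshold without KO line 1 (exact permutation p = 0.0247), −0.108 to 0.388 for similarity by genotype, −0.106 to 0.206 by MR and 0.0221 to 0.269 by day. Without a WT replicate only pairs of KO lines remain within groups. Similarity by genotype and by MR then turned negative, and by day it fell to 0.0221 and stayed positive. The regions ranged from 0 to 3279 for genotype and from 0 to 6799 for day. At an unadjusted p under 0.05 there were still 4584 to 9012 genotype regions and 3512 to 6799 day regions. Fewer libraries raise the smallest attainable p.

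The percent gained with 1 library left out ranged from 15.7 to 82.2 (KO against WT, D0), 27.3 to 72.3 (D1 CTL), 5.27 to 32.0 (D1 MR), 0.0765 to 76.8 (D5 CTL) and 0.0925 to 15.02 (D5 MR). It ranged from 58.0 to 91.6 (MR against CTL, WT D1), 94.9 to 97.8 (WT D5), 4.04 to 31.2 (KO D1) and 0.146 to 99.5 (KO D5). It ranged from 51.1 to 86.7 (D1 against D0, WT), 15.5 to 94.9 (KO), 0.928 to 2.92 (D5 against D1, WT) and 0.00306 to 7.97 (KO). The ratio of shared losses ranged from 1.81 to 2.29 at D1 and from 1.005 to 2.56 at D5, where 1.005 is a saturated value because line 1 alone lacks 16978 of 17599 regions.

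The depth of KO line 1 at D5, with backgrounds of 0.128 and 0.101, limits every comparison that includes KO at D5. At that depth the absence of a region from these lists does not show that it was closed.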

Other observations

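The explanations here were tested after the patterns they bear on were seen, in part with alternatives that had been fixed before. Predictions were written before the test results for Myog, the D5 libraries on chromosome 13 and the model of unchanged libraries, and after them for the rest. The limits by which the outcomes were judged were set with the values known.

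The lists of KO line 1 at D5 were the shortest of the series. If depth were the cause, the lists of line 2, thinned to the background of line 1, would keep about as many peaks. The line 2 lists would keep 847 peaks in CTL, where line 1 has 644, and 1464 in MR, where it has 1881. Thinned lists of all 18 other libraries ranged from 80 to 1904 in CTL and from 260 to 3445 in MR. Low depth may therefore account for these short lists. A change in chromatin in this line at D5 stays open, because lists this short cannot show one.

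Other differences in list length went against depth in 3 cases. WT lists were shorter at D5 than at D1 although the mean background at D5 was 1.67 times that at D1. WT lists at D5 were longer in MR than in CTL, and after depth equalising the log2 difference was still 1.43. In KO line 2 at D1 the MR list was shorter than the CTL list although its background was 1.199 times as high. Some others went with depth. KO line 1 at D1 had fewer peaks in MR at a lower background (3.15 against 3.50), and its log2 difference of −0.33 shrank to −0.13 after depth equalising. In KO line 2 at D5 the shorter MR list had a background of 1.42 against 1.84. At D0, KO line 2 had 30629 peaks at a background of 2.52 and line 1 had 63530 at 5.20. Depth could therefore account for part of these. In WT at D1 the mean log2 difference between MR and CTL moved little with depth equalising, from 0.28 to 0.23. A lower signal-to-noise ratio, which also shortens a list, was not tested, and an effect of restriction stays open.

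The WT D5 MR lists lay closer to the WT D0 lists than the WT D5 CTL lists did. With 20000 peaks per list the mean Jaccard index with D0 was 0.528 for MR and 0.411 for CTL. Longer lists could produce this, but with equal numbers of peaks the lowest MR index still exceeded the highest CTL index by 0.0737. Equal numbers do not make strength or width equal. The CTL lists held 22465 and 20847 peaks, so their 20000 reach down to weak peaks. Median widths in the whole lists were 130 and 136 bp in CTL, 171 and 160 in MR, and 146 and 160 at D0. Peak quality and width thus remain possible causes. At D1 MR lay no nearer to D0 than CTL, with means of 0.586 and 0.6004. One explanation is that restriction holds back part of the change between D0 and D5, which the listed genes do not settle. Mki67 and Asns, called in 2 of 2 WT D0 libraries, were absent in WT D5 CTL and present in 2 of 2 WT D5 MR libraries. Myog, Acta1 and Actc1, not called at D0 in WT, were called in 2 of 2 WT D5 MR and 2 of 2 WT D5 CTL libraries. Their calls thus do not separate the media at D5. At D1 Actc1 was called in 2 of 2 WT CTL and 0 of 2 WT MR libraries. Myh3 was called in the WT D5 MR libraries alone within 1 kb, but in 15 libraries within 2 kb. These genes were picked after their calls were seen, and the explanation stays open.

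The lower gene body share in KO is open to technical explanations. Depth could carry part of it, since depth equalising reduced the difference to −1.08 percentage points, though in depth-equalised lists without D5 it was −1.45 points (exact permutation p = 0.0648), against −1.96 in all peaks without D5. Weak peaks alone are argued against: among peaks with a −log10 q-value of at least 5 the difference was −4.42, and −1.83 without D5 (exact permutation p = 0.00926, the smallest attainable). The number of peaks alone is not excluded. With 20000 peaks per list and without D5, where every list has that many, the difference was −1.43 and did not pass the threshold (exact permutation p = 0.0833). An effect of Setd2 on accessibility inside genes stays open. It is not separated from depth, nor from other lasting differences of the 2 KO lines, which recur in every condition.

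Of 100 splits of the libraries within conditions, the real split included, 1 gave as many regions as the 3513 for genotype, namely the real one. The other splits gave 0 regions past the threshold and at most 6809 at an unadjusted p under 0.05. The real split keeps each KO line on the same side in every condition, whereas the drawn splits could move it between sides. They therefore cannot show what a lasting difference between cell lines alone would give for genotype. For day 5 against day 1, 1 of 100 splits gave as many as 10687, again the real one, and 47 of the 100 placed the libraries of each KO line on opposite sides as the real split does. For methionine restriction, 8 of 100 splits gave as many as 230 regions at an unadjusted p under 0.05. Of the 46 splits that placed the libraries of each KO line on opposite sides, 4 did, and the others, which set a line against the other line, reached 758.

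Regions lost under MR in WT were lost in KO more often than independence gives, with ratios of 2.55 at D1 and 2.56 at D5. Regions that any library misses more easily could raise the ratio, and 2 tests of this gave opposite answers. The first was a model of unchanged libraries whose misses share 1 component per region, which gave 3.85 at D1 and 2.97 at D5, at or above the observed ratios. Its strength was fitted to the MR libraries, so it takes up any true effect of restriction and may give too high a ratio. After this result was seen, a second test was made with an unchanged control library in place of an MR library. As called, its ratios were 1.33 and 1.32, against 1.98 and 2.08 for MR libraries. At equal numbers of absent regions they were 1.29 at D1 and 1.32 at D5, below every MR value (1.45 to 2.38 at D1 and 1.59 to 1.75 at D5). This test uses single libraries and only 2 controls per day, and it is the one chosen in knowledge of the first. Whether the excess needs a shared effect of restriction and Setd2 loss is therefore undecided, and at D5 the excess rests on KO line 2, since line 1 is too shallow to add to it.

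No KO library had a peak at a Myog gene end, while all 8 WT libraries of D1 and D5 had one. Weak peaks missed in KO could explain it. Of 4371 regions with a within-list rank in WT D1 within 5 points of that of Myog, 14.1% were absent from all 4 KO D1 libraries, so a chance absence at a region of this strength cannot be told apart from a change at Myog by this test alone. The backgrounds of KO line 1 at D1, 3.50 and 3.15, were close to those of WT, 3.17 to 3.53. A weaker or later differentiation of the KO lines is a further open explanation, untested here.

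Regions of chromosome 17 ranked lower in KO line 2. Noise between libraries is argued against, because no chromosome differed between WT replicates by more than 0.930 percentage points. Loss of Setd2 in both lines is argued against as well, because line 1 had a mean shift of 0.20 points. A copy number difference of line 2, which would lower a whole chromosome, is a candidate explanation: at D0 and D1 the median was below 0 in 9 of 9 windows of 10 Mb, and in the D5 libraries of line 2 it was below 0 in 9 of 9 windows. On chromosome 12, which ranked lower in line 1, 11 of 12 windows were below 0. Within chromosome 13 the shift in line 2 was largest in the first 30 Mb, with −13.8 points at D0 and D1 (5.72 in line 1) against −1.52 on the rest, where the window from 90 to 100 Mb still had −6.44. In the D5 libraries, where it had not been looked at, the segment had −8.73 points and the rest −1.47. At D5 the window from 20 to 30 Mb had −4.26, no lower than −4.70 from 50 to 60 Mb, so the end of the segment is not fixed by these data. Line 1 shifted the other way in the segment, so whether 1 line or both carry a change there stays open. These values are consistent with gains or losses of chromosomes or segments in the lines. The raised chromosomes 3, 4 and 15 and the raised and lowered parts of chromosome 8 were not tested. Chromosome 10 ranked lower in both lines, for which a difference of the WT cells would serve as well. Copy number was not measured here, and a chromatin change that covers a whole chromosome in one line stays open. Away from chromosomes 10, 12, 13, 14 and 17, 2203 regions were called less often and 420 more often in KO, so these chromosomes do not account for most of the genotype regions.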
